A study of Mus musculus with 5 samples. Its data were reported in "NMD abnormalities during brain development in the Fmr1-knockout mouse model of fragile X syndrome" (2021).

How the data were processed

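RNA was measured by RNA-seq in Neuro-2A (N2A) cells, a mouse neuroblastoma line, transfected with 60 pmol of either a commercial non-targeting control siRNA (siCtl) or an siRNA against Upf1 (siUpf1). Upf1 encodes an RNA helicase that is required for nonsense-mediated mRNA decay (NMD). Each of the 5 libraries was placed in its group by its label, giving 2 siCtl libraries (replicates 1 and 3) and 3 siUpf1 libraries (replicates 1, 2 and 3). RNA was captured by its poly(A) tail and libraries were strand-specific.

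The deposited values were raw read counts per gene. To make them, the authors trimmed and filtered reads with fastp, mapped them to the mouse genome build GRCm38.p6 with STAR in its two-pass mode, and counted reads over exons on the reverse strand with featureCounts, using a GENCODE M22 or M25 annotation. The counts were not normalised and replicates were not pooled. The table had 55573 genes, of which 28121 had a read in at least 1 library, and 122 of its symbols were repeats of a symbol given to another gene identifier. No column was left without a sample. The assigned counts per library were between 20402205 and 27717594. PCR duplicates could not be recognised in a table of counts, so counting error is a lower limit on the error of each value. Reads of near-identical paralogs and pseudogenes are discarded or split by such counting, and their genes are uncertain.

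Gene positions, gene types, transcript lengths, GC content and 3′ untranslated regions (3′ UTRs) were taken from GENCODE M21, which describes the same genome build. The Ensembl identifier of 99.7% of the genes in the table was found there. For each gene, 1 representative protein-coding transcript supplied the 3′ UTR, which can differ from the isoform that N2A cells use. The representative 3′ UTR of Mapt, for example, had only 32 nt.

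The main comparison was DESeq2's Wald test (version 1.42.0, R 4.3.3) of siUpf1 against siCtl over all 5 libraries, with group as the only term, median-of-ratios size factors, independent filtering and Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.05. This test was taken from the study's methods, and edgeR's quasi-likelihood test (version 4.0.16) was the first alternative. Fold changes are given as log2 of siUpf1 over siCtl with DESeq2's standard error (SE). Means of normalised read counts are given with the SD between libraries. With 2 libraries against 3, an exact permutation test of a single value cannot give a p-value under 0.1, so no such test was made and single genes rest on the model fitted across genes.

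A total of 8 gene lists were written down before the data were examined: NMD factors, the transcripts that the study assayed by RT-qPCR, SR-family splicing factors, non-coding snoRNA host genes, targets of the stress-response factor ATF4, interferon-stimulated genes, synaptic genes and proliferation genes. They held 173 genes and no gene was in more than 1 list. Lists were tested with camera (limma 3.58.1, two-sided, inter-gene correlation preset at 0.01) on log2 CPM (counts scaled to library size) with a prior count of 2, and p-values were adjusted over the 8 lists. The samples, the tests, the alternatives and the rule for naming genes were also fixed before the data were examined. That rule named Upf1, any gene of the lists, and the 8 genes with the largest and the 8 with the smallest log2 fold change among called genes with a mean of at least 100 normalised counts and no overlap between the groups. Gapdh is outside this rule and was chosen after its values were seen. Which list members to name was also decided after their values were seen.

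The alternatives were edgeR, size factors from TMM or from total counts, a minimum of 10 counts in at least 2 libraries, no filter, mitochondrial genes left out, shrunken fold changes, the replicate number as a block, and each library left out in turn. For the lists they were fry, camera with an estimated correlation, scaling to total counts, the count minimum, the block and the omission of libraries. Removal of each library's trend with transcript length and GC content was added after seeing the data.

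Sequence features were examined in 10955 mRNAs with a mean of at least 50 normalised counts and a 3′ UTR of at least 50 nt. Log2 fold changes were regressed on 3′ UTR length, coding length, GC content of the transcript and of the 3′ UTR, and mean count, with squared terms, and the residuals were compared between mRNAs with and without each 7-mer present in at least 100 3′ UTRs (15505 7-mers). Only this 1 covariate model was used. Results without it are given for the 7-mers of the Upf1 siRNA, for GCAGTAC and CAGTACA, and for annotated NMD isoforms. Permutation tests used 100000 resamples and were two-sided. The smallest p-value they can give is 1e-05. These tests treat mRNAs as units, although mRNAs are not independent replicates.

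Scripts were tested on simulated data. In counts simulated for 28121 genes with 200 changed, DESeq2 recovered 180 and made 12 false calls (6.25% of its calls), and edgeR recovered 186 with 18 false calls (8.82%). The changed genes had a mean of at least 50 normalised counts and a change of 1 log2 unit up or down. Real calls had a median absolute log2 fold change of 0.43, so recovery of such smaller changes was not tested. A list of 20 changed genes gave a camera p-value of 1.04e-44 and a list of 20 unchanged genes gave 0.255. Genes were simulated independently of each other, so these values do not test how camera behaves when the genes of a list are correlated. A shift of -0.15 planted on 1 7-mer in the 10955 mRNAs put it at rank 1, and shuffled residuals gave z-scores between -3.69 and 3.6.

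The study's immunoprecipitation, mouse brain and cortical neuron data were not used here. A test of 7-mer sites within the list of NMD factors is not reported here.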

Results

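To find transcripts whose level depends on the NMD factor UPF1 in neural cells, the study knocked down Upf1 in N2A mouse neuroblastoma cells and measured polyadenylated RNA by RNA-seq. There were 2 libraries from cells given control siRNA (siCtl) and 3 from cells given Upf1 siRNA (siUpf1). The siCtl libraries held 24211068 (replicate 1) and 26593695 (replicate 3) assigned reads. The siUpf1 libraries held 27343328, 20402205 and 27717594 assigned reads for replicates 1, 2 and 3. Between 21757 and 23215 genes had a read in each library. The gene with the largest of the shares examined, Gm42418, took 4.27% to 7.32% of a library, with the lowest and the highest share both in the siUpf1 group.

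Replicates were close to each other relative to the distance between groups. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.994 to 0.995 within groups and 0.980 to 0.981 between them. Every replicate pair differed by more than sampling noise, with chi-square per degree of freedom from 5.65 to 23.3 within groups and from 47.5 to 61.2 between groups, and each library was counted as a separate replicate. The first principal component held 70.1% of the variance and separated siCtl from siUpf1. The common dispersion was 0.00168, which corresponds to a 4.1% variation between replicates. That is the precision of these cell-culture replicates, and with 2 siCtl libraries the spread of the control group is known poorly.

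The siRNA target was examined first. The siRNA sequence in the labels, UCAAGGUUCCUGAUAAUUA, was identical to the sense strand of Upf1 mRNA. Its 19 bases lie in the coding sequence across the junction of exons 8 and 9 of 24, on chromosome 8 of GRCm38. Of these bases, 15 are in exon 8 (70339743 to 70339757) and 4 in exon 9 (70339429 to 70339432), on the minus strand. Upf1 (ENSMUSG00000058301.8, chromosome 8, 70331525 to 70353278) had 5230 ± 18.1 normalised read counts in siCtl (SD, n = 2) and 2449 ± 46.6 in siUpf1 (SD, n = 3). The siUpf1 level was thus 46.8% of the siCtl level, with a log2 fold change of -1.10 (SE 0.051, DESeq2 adjusted p = 7.09e-101). All 3 siUpf1 libraries were below both siCtl libraries, and the fold change was between -1.16 and -1.07 under all alternatives.

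The second question was which genes changed on Upf1 knockdown. Of 15191 genes tested by DESeq2, 6822 were called (44.9%), with 3341 higher and 3481 lower in siUpf1. Of the alternatives with the same terms and all 5 libraries, edgeR's quasi-likelihood test moved this number most, to 8392. The changes were mostly small, with a median absolute log2 fold change of 0.43 among called genes. A log2 fold change of at least 1 was reached by 424 higher and 313 lower genes. The siCtl libraries of 5 of these higher genes and the siUpf1 libraries of 1 of these lower genes were all at or under 3 counts, so that the fitted fold change of these genes is no bound. Shrinkage of fold changes lowered the counts to 192 and 118. The groups did not overlap at 69.4% of tested genes, where chance gives 20%. Scaling to total counts raised the share of higher genes among calls from 49.0% to 52.7%, and no setting shifted the median of all genes by more than 0.1.

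**Figure D1:**
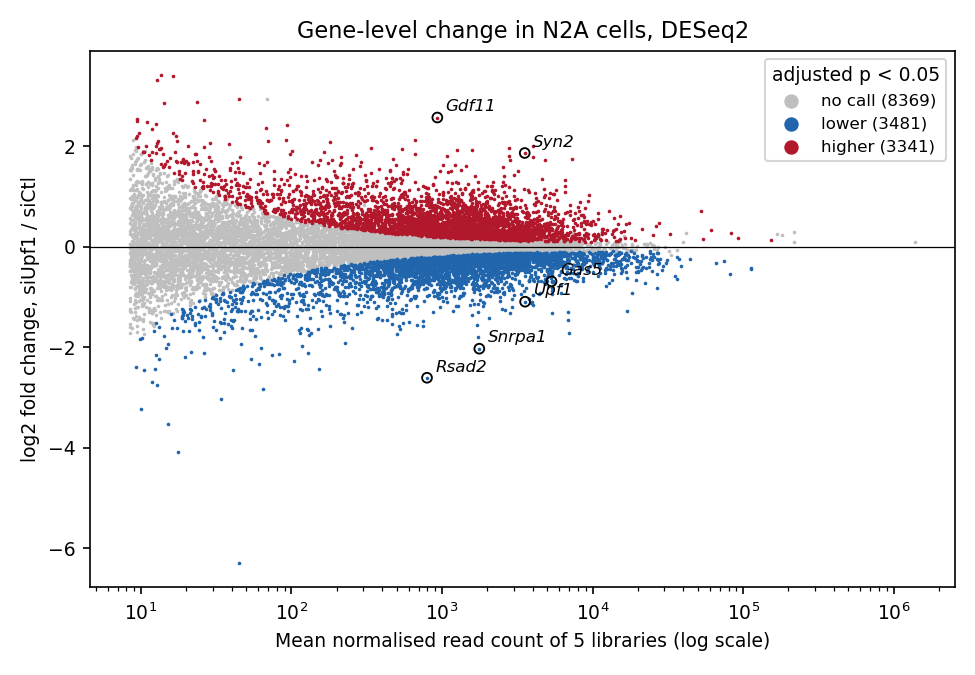
Log2 fold change of siUpf1 (n = 3) over siCtl (n = 2) against the mean normalised read count of the 5 libraries (log scale), 1 point per gene tested by DESeq2. Red points are the 3341 genes called higher, blue points the 3481 called lower, and grey points have no call. The circled genes are named in the text.

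Called genes annotated as lncRNAs were more often higher than called protein-coding genes. Among lncRNAs, 138 were higher and 49 lower, and among protein-coding genes 3122 were higher and 3390 lower (odds ratio 3.06, Fisher's exact test, two-sided, p = 1.84e-12). This comparison was chosen after the calls were seen.

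The largest increases chosen by the preset rule were those of Gdf11, Pirt, Chst15, Cavin2, Igfbp5, Npnt, Sctr and Irs1, with log2 fold changes from 2.57 (Gdf11) to 1.93 (Irs1). Gdf11 (chromosome 10, 128882295 to 128891718) rose from 235 ± 8.37 normalised counts in siCtl (n = 2) to 1394 ± 22.5 in siUpf1 (n = 3; log2 fold change 2.57, SE 0.099, DESeq2 adjusted p = 3.61e-144). The representative 3′ UTRs of Gdf11, Cavin2 and Npnt contain the 7-mer GCAGTAC, which bears on the closing observations. Those of Igfbp5 and Irs1, which also rose, contain a 7-mer complementary to the seed of the Upf1 siRNA's sense strand, and those of Irs1 and Chst15 one for its antisense strand.

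The largest decreases were those of Rsad2, Cetn2, Trim54, Tnfrsf23, Snrpa1, Stx3, Osgin1 and Cdipt, with log2 fold changes from -2.61 (Rsad2) to -1.79 (Cdipt). Rsad2 (chromosome 12, 26442746 to 26456452) fell from 1596 ± 74.5 normalised counts in siCtl (n = 2) to 260 ± 25.4 in siUpf1 (n = 3; log2 fold change -2.61, SE 0.1, DESeq2 adjusted p = 1.91e-145). Snrpa1 (chromosome 7, 66059003 to 66074587) fell from 3231 ± 116 to 794 ± 59.7 normalised counts (log2 fold change -2.03, SE 0.073, DESeq2 adjusted p = 5.63e-168). The 3′ UTR of Snrpa1, of 207 nt, contains seed-complementary 7-mers of both strands of the Upf1 siRNA, that of Cetn2 a 7-mer of the sense strand and also CAGTACA, which was more frequent among higher mRNAs, and that of Stx3 a 7-mer of the antisense strand. The 16 genes stayed on the same side of the threshold with the same direction in all alternatives that gave a call.

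The third question was whether the transcripts that the study later assayed by RT-qPCR rose on knockdown. All 11 were called higher by DESeq2, over all genes as well as adjusted over the list alone. The study had picked them among targets called in these libraries, so this is not independent evidence. Their median log2 fold change was 0.83, with medians of 0.755, 0.804 and 0.827 in the individual siUpf1 libraries, and camera gave an adjusted p-value of 8.06e-06. The largest change was that of Gria2, from 218 ± 6.23 normalised counts in siCtl (n = 2) to 673 ± 82.6 in siUpf1 (n = 3; log2 fold change 1.63, SE 0.132). The smallest was that of Gabbr1, from 1412 ± 56.6 to 1617 ± 57.5 normalised counts (log2 fold change 0.20, SE 0.07, DESeq2 adjusted p = 0.0133). Gabbr1 was no longer called without siUpf1 replicate 3 (adjusted p = 0.109) or with the length and GC trend removed (0.0763), and its adjusted p-values over all alternatives were between 0.00461 and 0.206. The remaining 9 had log2 fold changes of 0.88 (Grin1), 0.71 (Map1b), 0.44 (Mapt), 1.12 (Olfm1), 0.83 (Sema6d), 1.01 (Sez6), 1.13 (Elavl4), 0.44 (Myt1) and 0.31 (E2f7). The 3′ UTR of Grin1 contains GCAGTAC and a 7-mer for the sense-strand seed of the Upf1 siRNA, that of Gria2 7-mers for both strands, and that of Myt1 a 7-mer for the antisense strand. In the study's RT-qPCR on cultured neurons, each of the 11 transcripts was normalised to its own pre-mRNA. Gapdh mRNA served for Grin1, Map1b and Mapt in mouse cortex. Both assays compared Fmr1-knockout with wild-type mice, without Upf1 knockdown. Here Gapdh had a log2 fold change of -0.09 (SE 0.037, DESeq2 adjusted p = 0.0454). It lost its call in 9 alternatives, with adjusted p-values between 0.0259 and 0.822.

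**Figure D2:**
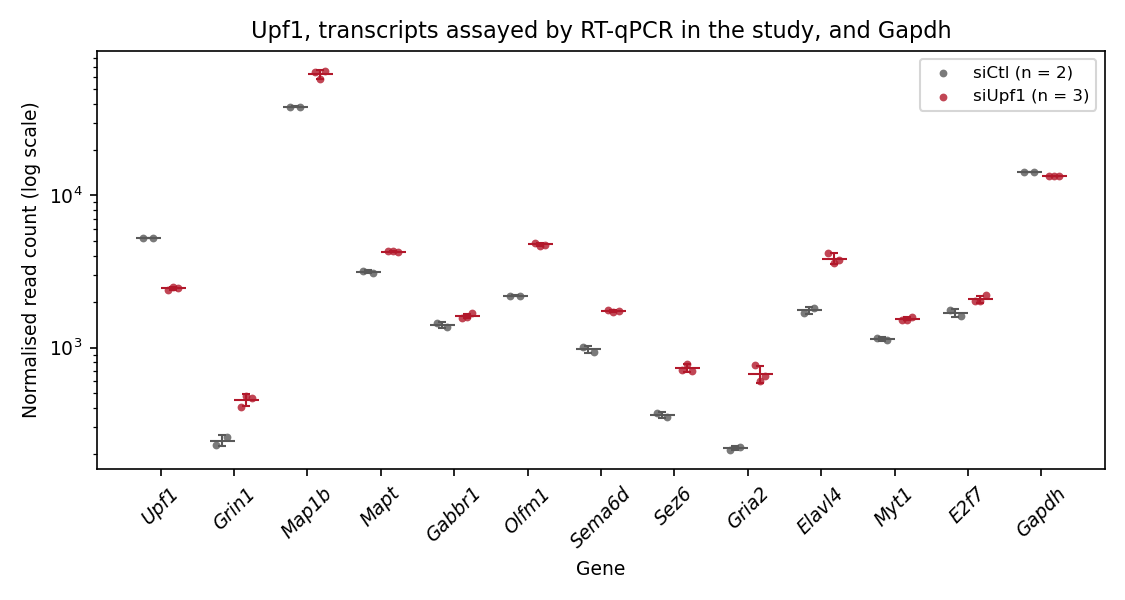
Normalised read counts (log scale) of Upf1, the 11 transcripts assayed by RT-qPCR in the study, and Gapdh, 1 point per library, with the mean and SD of siCtl (grey, n = 2) and siUpf1 (red, n = 3). Upf1 is lower in every siUpf1 library, and all 11 transcripts are higher in every siUpf1 library than in both siCtl libraries.

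Genes of the NMD machinery were examined because many of their own mRNAs are targets of the pathway. As a list they did not move in one direction (median log2 fold change 0.02, camera adjusted p = 0.924). Of 16 genes, 5 were called higher and 6 lower over all genes, and 6 and 6 adjusted over the list alone. The list's median was -0.05 without siCtl replicate 1 and -0.03 without siUpf1 replicate 1. Smg6 had the largest increase (log2 fold change 0.69, SE 0.06), followed by Smg1 (0.52) and Casc3 (0.48), and the 3′ UTR of each of these contains GCAGTAC. Nbas (-0.48), Rbm8a (-0.47) and Upf3a (-0.32) were lower. Upf2 was not called by DESeq2 (log2 fold change 0.33, SE 0.189, adjusted p = 0.147), while edgeR gave it an adjusted p-value of 0.00732. Its log2 fold change was 0.19 without siUpf1 replicate 1 and 0.22 without siCtl replicate 1. Its adjusted p-values over all alternatives were between 0.00732 and 0.266.

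Further lists of transcripts commonly used as NMD readouts did not rise. Of 15 non-coding snoRNA host genes tested, 12 were called lower and 1 higher over all genes, and 13 and 1 adjusted over the list alone (median log2 fold change -0.38, camera adjusted p = 0.000206). Zfas1 fell from 6165 ± 37 normalised counts in siCtl (n = 2) to 3195 ± 114 in siUpf1 (n = 3; log2 fold change -0.95). The log2 fold changes of Snhg12 and Gas5 were -0.90 and -0.69. Of 12 genes for SR-family splicing factors, 8 were called lower and 1 higher (9 and 2 adjusted over the list alone; median -0.18, camera adjusted p = 0.019). Tra2b (-0.49) and Srsf7 (-0.43) were the lowest, and the 3′ UTRs of both contain a 7-mer complementary to the sense-strand seed of the Upf1 siRNA. Tra2a (0.20) was the 1 gene called higher. These are gene-level counts, and NMD-sensitive splice isoforms of these genes were not separated.

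Lists that measure responses of cells to transfection or stress were also tested. Of 27 interferon-stimulated genes, 22 were called lower and 0 higher (23 and 0 adjusted over the list alone; median log2 fold change -0.98, camera adjusted p = 5.66e-08). Isg15 had 1488 ± 43.1 normalised counts in siCtl (n = 2) and 699 ± 34.2 in siUpf1 (n = 3; log2 fold change -1.09). Ifit1 (-1.39) and Cxcl10 (-1.44) were lower as well. Of 22 targets of the stress-response factor ATF4, 13 were called lower and 4 higher (13 and 5 adjusted over the list alone; median -0.28, camera adjusted p = 0.019). Atf4 (-0.33), Ddit3 (-0.50) and Slc7a11 (-1.06) were lower and Slc7a5 (0.48) was higher. The 3′ UTR of Slc7a11 contains seed-complementary 7-mers of both strands of the Upf1 siRNA and also CAGTACA, a 7-mer that was more frequent among higher mRNAs.

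Of 32 synaptic genes, 22 were called higher and 3 lower (24 and 4 adjusted over the list alone; median log2 fold change 0.37, camera adjusted p = 4.1e-05). The study had found such functions among targets called in these libraries, so this list is not independent evidence either. Syn2 rose from 1372 ± 38.2 normalised counts in siCtl (n = 2) to 4988 ± 129 in siUpf1 (n = 3; log2 fold change 1.86). Rab3a (1.33) and Dlg2 (1.07) rose and Cacna1a (-0.53) fell. The 3′ UTR of Dlg2 contains CAGTACA and a 7-mer for the antisense-strand seed of the Upf1 siRNA. Of 29 proliferation genes, 13 were called lower, among them Aurka (-0.52), and 4 higher, with the same counts adjusted over the list alone. Their median was -0.10 (-0.16 without siUpf1 replicate 1), and the list was not past the threshold (camera adjusted p = 0.071).

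The alternative that moved the list tests most was camera with the correlation estimated from these 5 libraries, under which none of the 8 lists had an adjusted p-value under 0.05. The unadjusted p-value was under 0.05 for 2 of them there, the RT-qPCR transcripts (0.0366) and the synaptic genes (0.0337). Under fry all 8 lists were under the threshold, the NMD factors and the proliferation genes included.

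**Figure D3:**
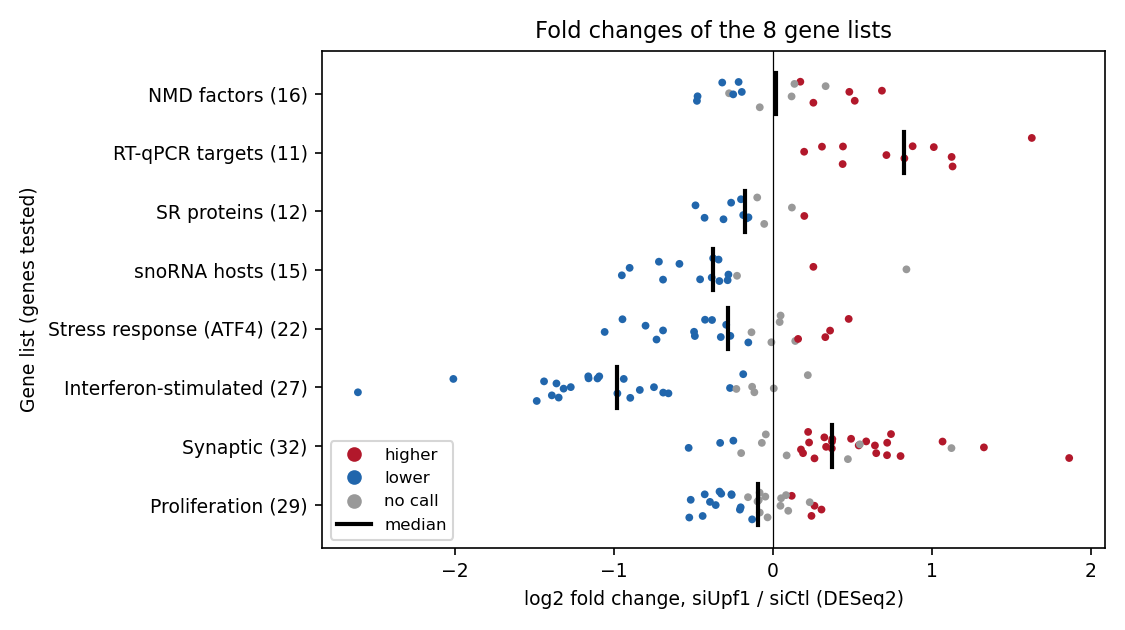
Log2 fold change of siUpf1 over siCtl (DESeq2) for each tested gene of the 8 lists, with the number of genes in brackets. Points are red for genes called higher, blue for lower and grey for no call, and the black bar is the list's median. Interferon-stimulated genes and snoRNA hosts lie mostly below 0 and RT-qPCR targets above it.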

Values the study reported

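The study reported 1027 high-confidence NMD targets in N2A cells, defined as transcripts that were higher after Upf1 knockdown and also enriched with phosphorylated UPF1. It reported that RT-qPCR was used on 11 of them in cultured cortical neurons.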

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

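The removal of the length and GC trend was chosen after seeing the data. No gene called in the main comparison was called in the opposite direction under any of the 11 settings that gave calls. Of the main calls, 81.4% to 87.2% kept their call and direction when a siUpf1 library was left out, 57.3% under the replicate block, and 91.4% to 99.9% under the other settings. Across the 3 fits that each left out a siUpf1 library, 2802 to 2944 genes were higher and 2768 to 3115 lower, and 336 to 373 higher and 251 to 290 lower by at least 1 log2 unit. Leaving out a siCtl library left 1, so only fold changes were computed there.

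With the replicate number as a block, 1957 genes were higher and 1962 lower. The numbers did not pair the libraries. The correlation of the deviations from the group means was -0.05 for number 1 and -0.052 for number 3 across genes, and number 2 had no siCtl library. The block leaves fewer residual degrees of freedom, and the calls lost under it are not a sign of weaker effects. It removed the calls of 4 of 53 named genes, with adjusted p-values of 0.206 for Gabbr1, 0.427 for Gapdh, 0.0638 for Tra2a and 0.125 for Cacna1a, and reversed none. It moved the SR-family list to an adjusted p-value of 0.0523 (range over that list's alternatives 0.00175 to 0.286). Shrunken fold changes left 192 genes higher and 118 lower by at least 1 log2 unit, by construction, since shrinkage pulls noisy values towards 0.

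The list tests depended on the inter-gene correlation. With it estimated, adjusted p-values were 0.146 for the RT-qPCR transcripts and for the synaptic genes, 0.286 for the SR-family, snoRNA host and interferon lists, and 0.523 for the ATF4 targets. Their lowest values over the alternatives were 4.92e-06, 3.97e-05, 0.00175, 0.000193 (snoRNA hosts), 4.16e-09 (interferon) and 0.00515 (ATF4 targets). Correlations estimated from so few libraries are imprecise, and the cause of the change was not tested further. Under fry, which does not compare a list with other genes, the NMD factors reached 0.0206 and the proliferation genes 0.0288. Their ranges over the alternatives were 0.0206 to 0.981 and 0.0288 to 0.523. The median of the NMD factors changed sign when siCtl replicate 1 or siUpf1 replicate 1 was left out (-0.05 and -0.03), and was between -0.05 and 0.06 across the 5 fits that each left out a library. The other 7 list medians kept their sign.

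Among 689 further values of the 53 named genes, 14 lost their call, 1 gained it and 0 changed sign. Another 11 moved by more than the spread between replicates. Movement was judged only in the fits without a siCtl library, and calls only in the other fits, so neither count is out of all 689. The depth of 20402205 to 27717594 counts limits genes with few reads: 12930 genes with a read had no adjusted p-value.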

Other observations

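The tests of interferon, stress and proliferation genes were chosen before the data were examined. The tests of siRNA guide-strand seeds, NMD isoforms, 3′ UTR length, length and GC trends, ribosomal protein genes and other splits were written down after the calls and list values had been seen but before the tested values were computed. The tests of the siRNA's sense strand, of GCAGTAC sites and of coding length were chosen only after the result was seen. Where a test asked for a rank near the bottom, the lowest 1% of 7-mers was taken, and where it asked for a fall of about the same size, more than 0.5 of it. Both limits were set after the values were known.

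Of the 10 splits of the 5 libraries into 2 and 3, 1 gave as many calls, the real one. The other 9 gave 0 to 2 calls, with 23 to 1684 genes at an unadjusted p-value under 0.05. The real split gave 6822 calls and 7715 such genes. Each of the other splits puts siCtl and siUpf1 libraries together in a group, which widens the spread within it, and with 10 splits the share cannot fall under 0.1, so this count decides nothing. A trend with transcript length and GC content is argued against as the whole cause, because 93.1% of calls were kept in the same direction once it was removed.

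Sequences complementary to siRNA seeds, the bases 2 to 8 with which a small RNA recognises 3′ UTRs, differed between the groups. Among 15505 7-mers in the 3′ UTRs of 10955 mRNAs, those with the lowest z-scores were ACCTTGA (-14.1) and AACCTTG (-13.6), both complementary to the seed of the sequence listed for the Upf1 siRNA, which is its sense strand and not the strand that pairs with Upf1 mRNA. The 1138 mRNAs with AACCTTG were shifted by -0.188 log2 units relative to other mRNAs (permutation p = 1e-05, the smallest possible), with shifts of -0.191, -0.183 and -0.19 in the 3 siUpf1 libraries, which share their siCtl libraries. Between the siCtl libraries the shift was -0.005. Without the covariates the same 7-mers had the lowest ranks (z-scores -8.22 and -7.95). The antisense strand, the intended guide, had been tested first. Its site GATAATT was shifted by -0.074 (permutation p = 1e-05, the smallest possible; rank 16 of all 7-mers and 1 of the 896 with the same GC content). Without the covariates its z-score was 0.46, so mRNAs with the site were not lower than other mRNAs, although it still ranked 107 from the lowest of the 15505 7-mers, and the median log2 fold changes with and without the site were -0.004 and -0.017. The second 7-mer of the antisense strand, ATAATTA, was shifted by -0.028 (permutation p = 0.0367, rank 473 from the lowest). Without the covariates ATAATTA went the other way, with a z-score of 3.6 and medians of 0.027 with the site and -0.019 without.

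Seed-mediated repression by the Upf1 siRNA, mostly through its sense strand, may therefore lower part of the genes. Direct repression through these 7-mers in the representative 3′ UTRs is argued against as the whole cause. Of the lower mRNAs, 68.3% carry none of the 4 seed 7-mers, against 71.64% of all mRNAs. GATAATT is in 8.11% of lower mRNAs against 8.09% of all. Shorter matches, sites elsewhere and indirect effects of repressed mRNAs were not tested, so the full share of the siRNA stays open. Among the mRNAs lower by at least 1 log2 unit, 60 of 184 carry a sense-strand site (odds ratio 2.41, Fisher's exact test, two-sided, p = 1.6e-07). Repression was not measured directly, and a single siRNA per group leaves its off-target effects and the loss of UPF1 inseparable for any one gene.

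At the other end, GCAGTAC had the highest z-score (11.1) and CAGTACA the second highest (7.71). Without the covariates both kept these ranks (z-scores 14.51 and 12.77). The 600 mRNAs with GCAGTAC were shifted by 0.206, with shifts of 0.209, 0.203 and 0.204 in the siUpf1 libraries and 0.003 between the siCtl libraries, and mRNAs with the 8-mer GCAGTACA had a mean residual of 0.27 against 0.086 with a 7-mer only. GCAGTAC was not found blindly. It was 1 of 7 7-mers looked up in the first scan, of which 4 came from the Upf1 siRNA and 3 from a sequence of the control siRNA recalled from general knowledge. That sequence is not in the labels and could not be checked here. Of the other two, CAGTACT ranked 439 from the top (shift 0.031), and CGATACG was in only 18 mRNAs and was not ranked. A candidate explanation is a small RNA with the complementary seed that is more active in siCtl, such as a strand of the control siRNA, which would lower these mRNAs in siCtl and make them appear to rise on knockdown. An endogenous small RNA stays open as well. Such sites in the representative 3′ UTRs are argued against as the whole direct cause. Of the higher mRNAs, 80.3% carry neither 7-mer, against 87.8% of all mRNAs. Shorter matches, sites elsewhere and indirect effects were not tested here either. Among the mRNAs higher by at least 1 log2 unit, 76 of 248 carry either 7-mer (odds ratio 3.31, Fisher's exact test, two-sided, p = 5.34e-15). That enrichment is not independent evidence, because CAGTACA was picked by its rank in the same mRNAs. The test also takes no account of 3′ UTR length.

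The sites bear on NMD readouts. The 3′ UTRs of Smg6, Smg1 and Casc3, which were called higher, contain GCAGTAC, as do 5.48% of all mRNAs. The rise of these mRNAs may come from the sites, from feedback on NMD factors, or from both. The 10 NMD factor mRNAs without any of the 6 site 7-mers had a median log2 fold change of -0.222. The 7 RT-qPCR transcripts without any of the 6 site 7-mers had a median log2 fold change of 0.827. For these 7, that argues against the sites as the direct cause of the rise. The study picked the RT-qPCR transcripts among targets called in these libraries, so their rise was given in advance. A contrast with the NMD factors, which were not picked so, decides nothing. The 18 synaptic mRNAs without any of the 6 site 7-mers had a median of 0.421.

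Log2 fold changes rose with 3′ UTR length, which is consistent with long 3′ UTRs as an NMD feature but does not establish it. The partial Spearman correlation across 10955 mRNAs was 0.203 (permutation p = 1e-05, the smallest possible) and 0.216 among the 7148 mRNAs without any of the 6 sites. Of the 2746 mRNAs with 3′ UTRs of 50 to 458 nt, 16.7% were higher and 36.7% lower, and of the 2739 with 3′ UTRs of at least 2161 nt, 38.9% and 21.7%. For coding length the partial correlation was 0.023, which argues against a general length bias. Other small RNAs, whose sites are more frequent in long 3′ UTRs, were not tested as a group and stay open. Annotated NMD isoforms did not mark the higher genes: the 3313 genes with one were shifted by -0.028 (permutation p = 0.00201). Without the covariates their median log2 fold change was -0.029, against -0.007 for genes without one. Counts per gene could hide changes of single isoforms.

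For the higher genes, stress was tested only by the interferon and ATF4 lists, and neither rose as a set. Of the ATF4 targets, 13 were called lower and 4 higher. Interferon-stimulated genes had a median log2 fold change of -0.977 and ATF4 targets of -0.28, where a response to transfected RNA or an integrated stress response stronger in siUpf1 would have raised them. Whether slower proliferation could contribute cannot be told apart, because camera gave an unadjusted p-value of 0.0621 for the proliferation genes while fry put them past the threshold.

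The fall of interferon-stimulated genes was not foreseen. A length and GC trend is argued against, since the adjusted camera p-value was 8.63e-07 after its removal. Seed sites were not rare in the list. The antisense-strand site GATAATT was in 4 of 21 members with a 3′ UTR, against 8.09% of all mRNAs. Sites of either strand of the Upf1 siRNA were in 33.3% of these members, against 28.36% of all mRNAs. Direct repression through such sites is argued against as the cause for the whole list: the 13 members without any of the 6 had a median of -0.937. A stronger interferon response to the control siRNA than to the Upf1 siRNA may produce this pattern, as may the loss of UPF1. The design confounds these, as each group had a single siRNA and no untransfected cells were analysed here.

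The fall of snoRNA host genes goes against the rise that loss of NMD would give in these non-coding transcripts. Upf1 mRNA remained at 46.8% of its siCtl level, and neither UPF1 protein nor NMD activity was measured here. How far NMD was lost is therefore not known from these libraries. As a cause of the fall, a length and GC trend is argued against, since the adjusted camera p-value was 0.000485 after its removal. Ribosomal protein genes, which share a 5′ terminal oligopyrimidine tract with many host genes, fell as well, with a median of -0.28 and 65 of 78 called lower and 0 higher. A general fall of such transcripts may therefore mask a rise, although Zfas1, Snhg12 and Gas5 fell further than that median. A change in growth state or an off-target effect stays open and was not tested.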
